# Modeling Insertional Mutagenesis Using Gene Length and Expression in Murine Embryonic Stem Cells

**DOI:** 10.1371/journal.pone.0000617

**Published:** 2007-07-18

**Authors:** Alex S. Nord, Karen Vranizan, Whittemore Tingley, Alexander C. Zambon, Kristina Hanspers, Loren G. Fong, Yan Hu, Peter Bacchetti, Thomas E. Ferrin, Patricia C. Babbitt, Scott W. Doniger, William C. Skarnes, Stephen G. Young, Bruce R. Conklin

## Abstract

**Background:**

High-throughput mutagenesis of the mammalian genome is a powerful means to facilitate analysis of gene function. Gene trapping in embryonic stem cells (ESCs) is the most widely used form of insertional mutagenesis in mammals. However, the rules governing its efficiency are not fully understood, and the effects of vector design on the likelihood of gene-trapping events have not been tested on a genome-wide scale.

**Methodology/Principal Findings:**

In this study, we used public gene-trap data to model gene-trap likelihood. Using the association of gene length and gene expression with gene-trap likelihood, we constructed spline-based regression models that characterize which genes are susceptible and which genes are resistant to gene-trapping techniques. We report results for three classes of gene-trap vectors, showing that both length and expression are significant determinants of trap likelihood for all vectors. Using our models, we also quantitatively identified hotspots of gene-trap activity, which represent loci where the high likelihood of vector insertion is controlled by factors other than length and expression. These formalized statistical models describe a high proportion of the variance in the likelihood of a gene being trapped by expression-dependent vectors and a lower, but still significant, proportion of the variance for vectors that are predicted to be independent of endogenous gene expression.

**Conclusions/Significance:**

The findings of significant expression and length effects reported here further the understanding of the determinants of vector insertion. Results from this analysis can be applied to help identify other important determinants of this important biological phenomenon and could assist planning of large-scale mutagenesis efforts.

## Introduction

Complete collections of well-defined mutants have helped shed light on the biology of model organisms, such as flies [1]–[3] and bacteria [4], [5]. Likewise, the development of a complete collection of mouse mutants would enhance our ability to understand mammalian biology [6]. Libraries of mutant mouse embryonic stem cells (ESCs) are particularly valuable because they can be readily cryopreserved and used to generate mutant mice. Gene trapping in ESCs is an effective, high-throughput technique for generating insertional mutations in the mouse genome [7]. Ultimately, however, non-targeted trapping becomes inefficient; some genes are repeatedly trapped, and others are trapped rarely, if at all [8], [9]. A better understanding of the characteristics that determine susceptibility (or resistance) to trapping would be useful, as it would further understanding of vector insertion into the genome and could help guide large-scale mouse mutagenesis efforts.

The factors that determine the “trappability” of individual genes (*i.e.*, their likelihood of being inactivated by gene trapping) are unclear. The integration of gene-trapping vectors into chromosomal DNA is potentially influenced by a number of factors, including the intrinsic properties of the vector, the expression level of the gene in mouse ESCs, chromatin structure, DNA substrate recognition, and gene size. In addition the existence of highly favored integration sites (hotspots) complicates efforts to understand the factors that control trappability. [10]

Gene expression levels in ESCs are believed to positively correlate with trapping efficiency with expression-dependent vectors, but the extent of the expression effect in different gene-trap vectors has not been systematically quantified or compared. Splice-acceptor (SA) gene-trap vectors depend on the integration of a new SA sequence to interrupt the trapped gene [11], [12]. When successful, SA-trap vectors inactivate the trapped gene and result in an antibiotic-resistance gene product that allows for selection of the mutant cell lines. These vectors lack a promoter, so endogenous gene expression is required to drive transcription of the vector product. However, gene expression has not been tested on a large scale while controlling for gene length, which is also thought to affect trappability.

In polyadenylation (poly-A) gene-trap vectors, by contrast, the antibiotic-resistance gene is driven by a strong promoter within the vector. The stability of the transcript for the antibiotic-resistance gene depends on the poly-A signal from the trapped gene [13]. Because the transcription of the antibiotic-resistance gene product does not depend on the endogenous expression of the trapped gene, poly-A trap vectors are predicted to trap genes regardless of whether the gene is expressed in ESCs.

The method of vector delivery to cells (retroviral vector versus plasmid DNA) may also influence which genes are inactivated by gene trapping. Retroviruses are predicted to insert at the 5′ end of transcriptionally active genes and may recognize specific substrates in genomic DNA. Little is known about the insertion of plasmid vectors. Both plasmid and retroviral methods have been used in SA gene trapping, while poly-A approaches have exclusively used retroviral delivery methods.

The recent release of a near-complete mouse genome, advances in techniques for estimating the levels of gene expression in a cell, and the availability of a public gene-trapping database (www.genetrap.org) make it possible to globally assess the likelihood that a gene will be inactivated by gene trapping. In this study, we used regression techniques to model the effects of gene length and gene-expression levels on gene trapping in different gene-trap vectors. We also sought to define hotspots for gene-trapping events by using the regression models to identify genes trapped more frequently than predicted by the models. Our findings provide an improved understanding of the factors that control vector insertion in the genome.

## Results and Discussion

### Association of gene expression and length with gene-trap likelihood

We sought to formally test the hypothesis that length and/or expression influence the probability that a gene will be trapped. We applied stringent criteria to the genes included in this analysis, limiting the dataset to genes for which accurate genomic mapping and curated annotation were available. 

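RNA of E14 mouse ESCs was hybridized to 4 Affymetrix Mouse 430 2.0 arrays, and RNA of embryoid bodies, aggregates in which ESCs differentiate, to 5 more. The authors' GCRMA values were deposited as intensities on a linear scale, and their log2 was taken for every value given here. Each array carried 45101 probe sets, of which 64 were manufacturer's controls. Of the other 45037, 34945 were paired with 1 gene symbol by the array's annotation, 932 with several and 9160 with none. Values ran from log2 1.09 to 15.19, and between 49.1% and 49.9% of the probe sets on each array lay under log2 4, called here near the floor of the GCRMA scale. Array medians lay between 4.01 and 4.09. Pairs of ESC arrays correlated at Pearson r = 0.995 to 0.998 across probe sets, pairs of embryoid body arrays at 0.997 to 0.999, and pairs of one of each at 0.968 to 0.977.

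The expression of a gene in ESCs was the mean log2 value over the 4 arrays, taken from the probe sets whose names end in plain _at (36082 of the 45037), with the probe set of the highest mean where a gene had several. Levels of different probe sets also reflect how well their probes bind, so an order of genes by level is only approximate. Arrays have no read depth, and their number limits the precision. The paper calls the 4 ESC samples biological replicates and its text does not mention the embryoid bodies, so a P value for those measures only the spread between these samples, whether or not they came from separate cultures. At the paper's conclusions on trapping, the embryoid body arrays enter only as an alternative source of expression.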

Because absolute gene expression estimates, as opposed to fold changes, were necessary for this analysis, we employed Affymetrix Gene Chips and the GCRMA (GeneChip Robust Multi-array Analysis) gene expression estimation method (http://www.bioconductor.org) on a representative sample of E14 mouse embryonic stem cells. GCRMA expression estimates were validated by comparisons to RT-PCR data in the same E14 mouse ESC line [10] (Table S1). The correlation between GCRMA and the RT-PCR-derived expression was high (Spearman's *r* = 0.67, P-value<.0001), and the relationship between expression and gene-trap likelihood in endogenous expression-dependent vectors is consistent with previous analysis of trap likelihood with SA-plasmid vectors [10]. This level of quality control and validation gave us confidence that we accurately assessed relative gene expression throughout the full range of transcriptional activity.

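Among the 109 genes of Table S1 that have a plain probe set (of 112), the genes that RT-PCR measured as abundant were mostly high on the ESC arrays. Slc2a1, a glucose transporter, had a log2 level of 11.66 ± 0.07 (SD, n = 4 arrays, as for each level here) and an RT-PCR value of 285% of Trfr, the transferrin receptor, in the paper's table. Npc2, a cholesterol-binding protein of lysosomes, had 10.21 ± 0.11 at 287% of Trfr, Tmeff1, a transmembrane protein, 9.58 ± 0.14 at 130%, and Gpc3, a cell-surface glypican, 8.02 ± 0.20 at 127%. The 21 genes with an RT-PCR value of 0 had a median level of 3.84, with 11 of them under log2 4 and none at 8 or above. The 36 genes with RT-PCR values of 28 to 1441% had a median of 9.18, and 27 of them reached log2 8.

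Single genes departed from this order in both directions. Itga6, an integrin subunit that binds laminin, had a level of 10.26 ± 0.06 at an RT-PCR value of 4%, Mme, a membrane metallopeptidase, 10.50 ± 0.27 at 10%, and Notch2, a receptor of the Notch pathway, 8.99 ± 0.34 at 8%. Tgfbr1, a type I receptor for TGF-β, had 8.64 ± 0.13 at 1%, and Foxp4, a forkhead transcription factor, 7.37 ± 0.30 at 0%. Hmgb2, a chromatin protein and the highest gene by RT-PCR, had only 7.21 ± 0.10. Fgfr1, a receptor of fibroblast growth factors, lay near the floor at 2.90 with 64% by RT-PCR, Gosr2, a SNARE protein of the Golgi, at 4.54 ± 0.05 with 22%, and Sdc4, a cell-surface proteoglycan, at 4.90 ± 0.40 with 31%. Pitx3, a homeobox gene of the lens, had 1.63 ± 0.01 with 5%. For Hmgb2, Fgfr1, Gosr2 and Sdc4, the highest probe set of another type read 12.92, 8.72, 8.54 and 7.89.

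Across the 109 genes, Spearman's rho was 0.728 (95% bootstrap interval over genes 0.618 to 0.806; permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates, and the RT-PCR values come without errors. From the correlation, and from trapping by expression-dependent vectors, the paper gains confidence that relative expression was assessed accurately over the full range of transcriptional activity.

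**Figure D1:**
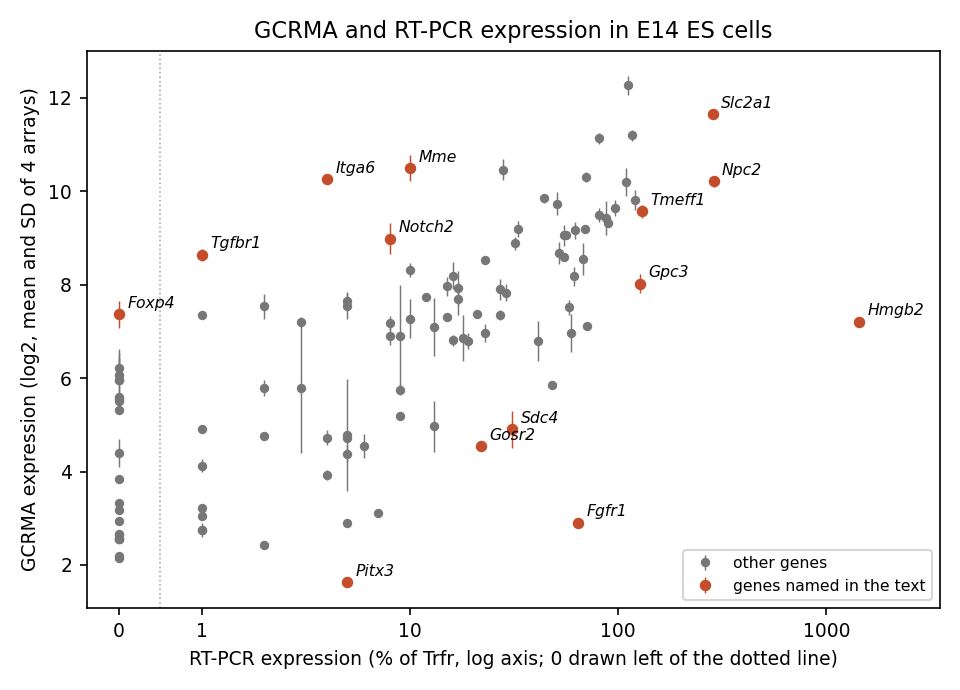
Mean log2 GCRMA level over 4 ESC arrays (vertical axis, bars are SD) against the RT-PCR value of the paper's Table S1 in percent of Trfr (horizontal axis, log scale with 0 drawn apart) for 109 genes, the genes described here labelled. Levels rise with the RT-PCR value, with Fgfr1, Gosr2 and Sdc4 below and Itga6, Mme and Tgfbr1 above the other genes of similar RT-PCR value. Hmgb2, the highest by RT-PCR, lies below Npc2 and Slc2a1, the next highest.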

For this study, we focused on three major types of gene-trap vectors (Figure 1), for which enough genes had been trapped to allow robust comparisons. We analyzed 16322 gene-trap cell lines in the public database (www.genetrap.org) (Table 1). 

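The number of traps per gene and vector and the gene lengths were those of the paper's Table S2, and expression came from the 4 ESC arrays. Only the first 1999 of the 7435 genes of Table S2, in the order of their Ensembl identifiers, were held, so every trapping result covers this part of the genes. Of these, 1857 (92.9%) had a plain probe set. For 1724 of them (92.8%) the level from the arrays equalled the one listed in Table S2 within 0.0001 on the log2 scale, and across all 1857 the Pearson correlation of the 2 was 0.962. These genes held 925 traps of SA-plasmid vectors in 410 genes, 305 of SA-retroviral vectors in 93 genes and 133 of poly-A vectors in 99 genes. The resistance gene of SA-plasmid and SA-retroviral vectors is expressed from the promoter of the trapped gene, and that of poly-A vectors from a promoter within the vector.

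For each vector the trap count per gene was fitted by quasi-Poisson regression on natural cubic splines of log2 expression and log2 length, with 1 to 5 degrees of freedom for each, chosen by QAIC. Genes with more traps than fitted at an upper-tail P under 0.001, after division by the overdispersion, were removed as hotspots, and the fit was repeated until none was left. The paper also corrects for overdispersion but does not state the form, so the division used here may differ from its own. Effects are given as the fitted traps at the 90th over the 10th percentile of a covariate, with the other held fixed. Their 95% intervals come from 1000 bootstrap resamples of genes with the chosen model kept, and the P values of the 6 F tests are not adjusted. The 10th and 90th percentiles were log2 2.78 and 10.27 for expression and 5.18 and 120 kb for length, and each alternative used those of its own genes and levels. In simulated data without an effect, 14 to 23 of 100 runs per test passed 0.05, so these P values are too small.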

We first constructed scatter plots of the trapping frequencies for genes versus known gene length and our expression estimates in E14 ESCs for each vector type (Figure 2). We then used regression modeling to test length and expression simultaneously, so that we could assess the effects of each variable on trapping, independently of the other. For each vector, we fit a regression model to the number of times each gene was trapped as a function of gene length and expression. Spline-based modeling methods were used to accommodate potential nonlinearity in the models of trap likelihood. The expected number of traps for each gene per million trapping events, as predicted by the fitted models, was plotted against a grid of length and expression values (Figure 3).

**Figure 1:**
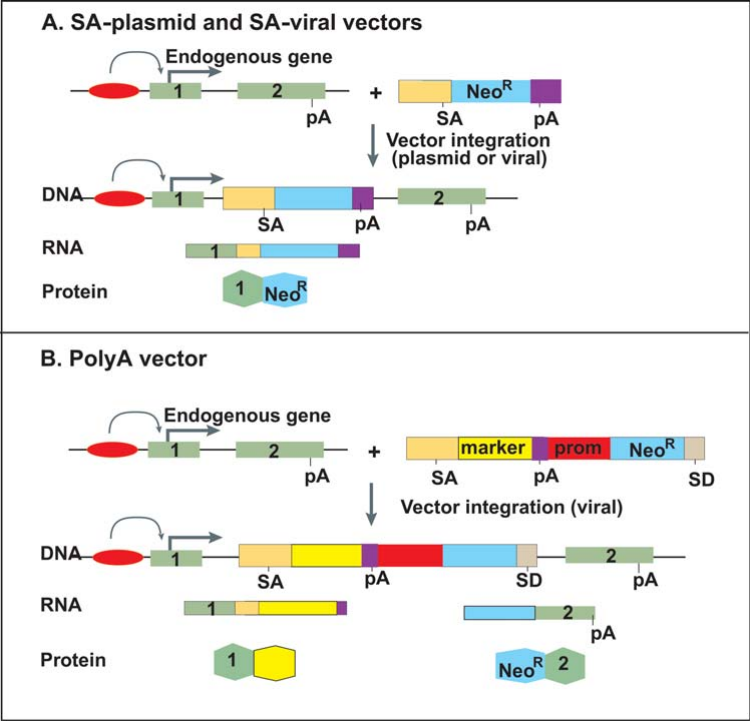
Diagram of major mechanisms of gene trapping of an endogenous gene with two exons. (A) In the SA-trap, the SA site allows trapping when inserted into any part of the gene *via* plasmid or viral integration. (B) The poly-A trap relies on the poly-A (pA) of the endogenous gene because the neomycin-resistance gene does not have a poly-A tail. Note that the poly-A trap has its own constitutive promoter (prom). Also indicated are the splice donor (SD), splice acceptor (SA), and neomycin resistance (NeoR). The major components of each trap were excluded from this diagram to emphasize on the essential elements needed to understand the trapping models. Detailed maps of each major vector type are referenced in the Methods section.

**Figure 2:**
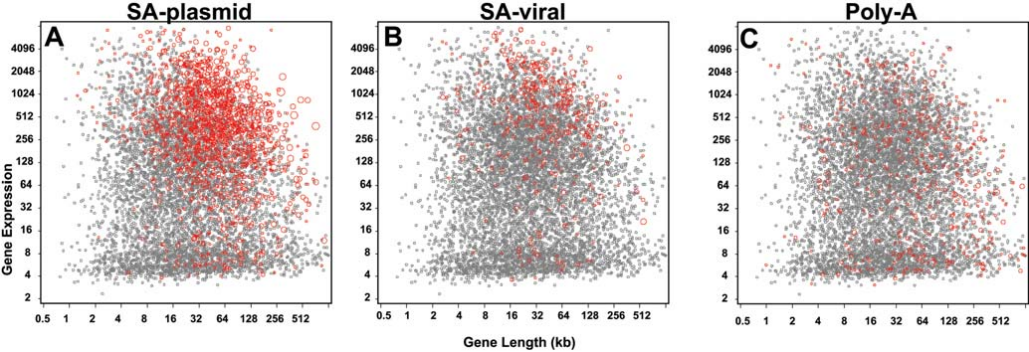
Trapped genes by length and expression. For each vector type, genes were plotted according to their size and level of expression in ESCs. Genes that have been trapped are shown in red. The circle size is proportional to the number of times a gene has been trapped.

**Figure 3:**
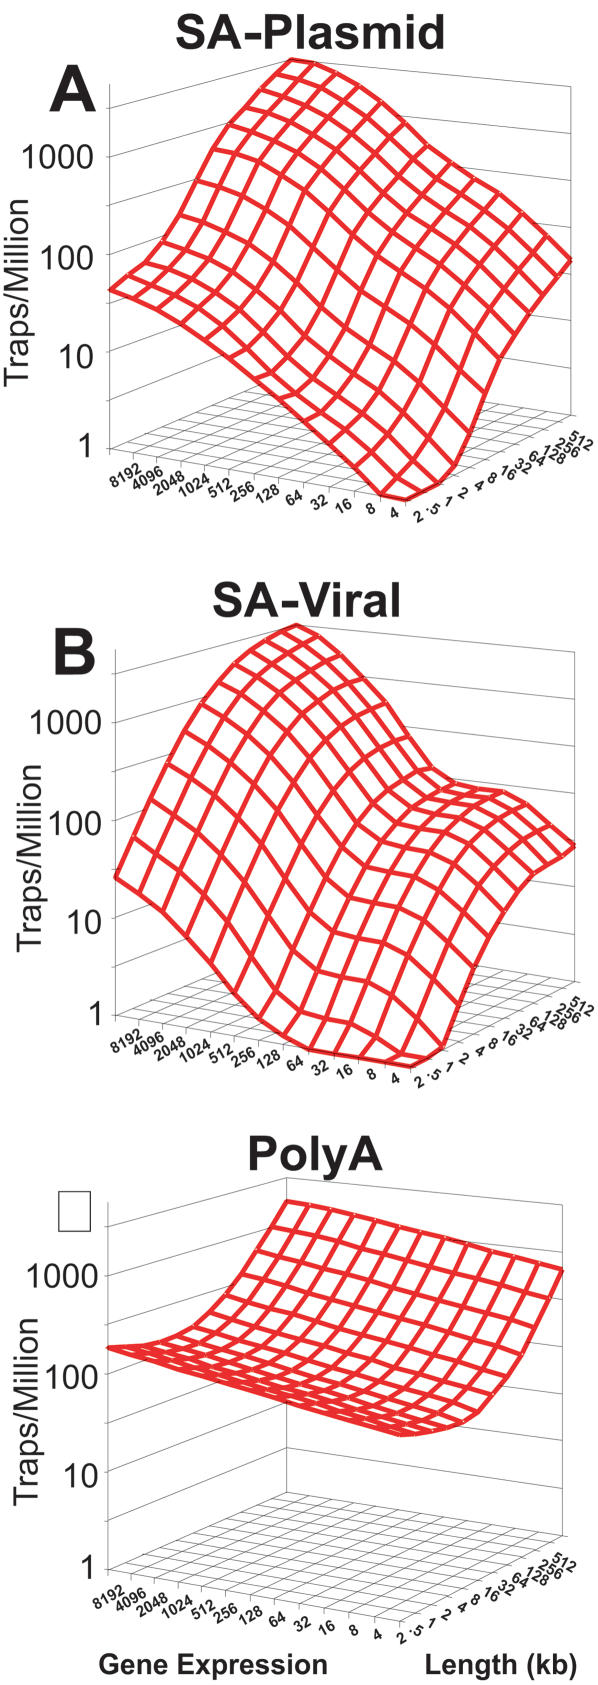
Models of trap likelihood for gene-trap vectors. Models of the likelihood of trapping a gene with particular length (*x*-axis) and expression (*y*-axis) values for each gene-trap event were created through an iterative process, in which outliers (*P*<0.001) were removed before the final model was created. Probability (*z*-axis) is given as events per million traps.

**Table 1:** Summary of gene trap data sets

Vector	Data set summary			
	Lines	Traps	Genes	% in Genes
SA-plasmid	8410	5857	2683	69.60%
SA-viral	3033	1989	708	65.60%
Poly-A	4879	1748	998	35.80%
All IGTC	49258	29147	5788	59.20%

Lines, number of cell lines in public gene trap database; Traps, number of gene-trap events mapped to a gene; Genes, total number of unique genes trapped; % in Genes, percent of gene-trap events mapped to exon/intron regions (including UTR) of known genes.

The probability that a gene would be trapped with SA-plasmid and SA-viral vectors increased with both gene expression and gene length. 

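Genes of high expression in ESCs were trapped far more often by both SA vectors. With the genes ranked by expression into 4 groups of equal size, 464 genes made up the highest group, of which 40.7% had at least 1 SA-plasmid trap (exact binomial 95% interval 36.2 to 45.4) and 13.6% at least 1 SA-retroviral trap (10.6 to 17.0). In the lowest group, up to log2 4.35, these shares were 4.73% (2.99 to 7.08) and 0.645% (0.133 to 1.87) of 465 genes. The middle groups lay between, at 11.0% and 31.9% for SA-plasmid and 1.94% and 3.88% for SA-retroviral vectors. The genes with most SA-plasmid traps that were not hotspots joined high expression to great length. The rule for hotspots favours this, since a much trapped gene escapes a call only where its fitted number is high. Such genes are thus examples and no separate evidence of the effects. Faf1, a ubiquitin-binding factor, spans 287 kb, had a level of 10.11 ± 0.22 (SD, n = 4 arrays) and held 16 SA-plasmid traps. AL033314 (Snd1, an RNA-binding nuclease-domain protein) spans 408 kb, had a level of 9.09 ± 0.10 and held 14. Of 15 settings with calls of hotspots, 4 called Faf1 and 2 called AL033314.

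**Figure D2:**
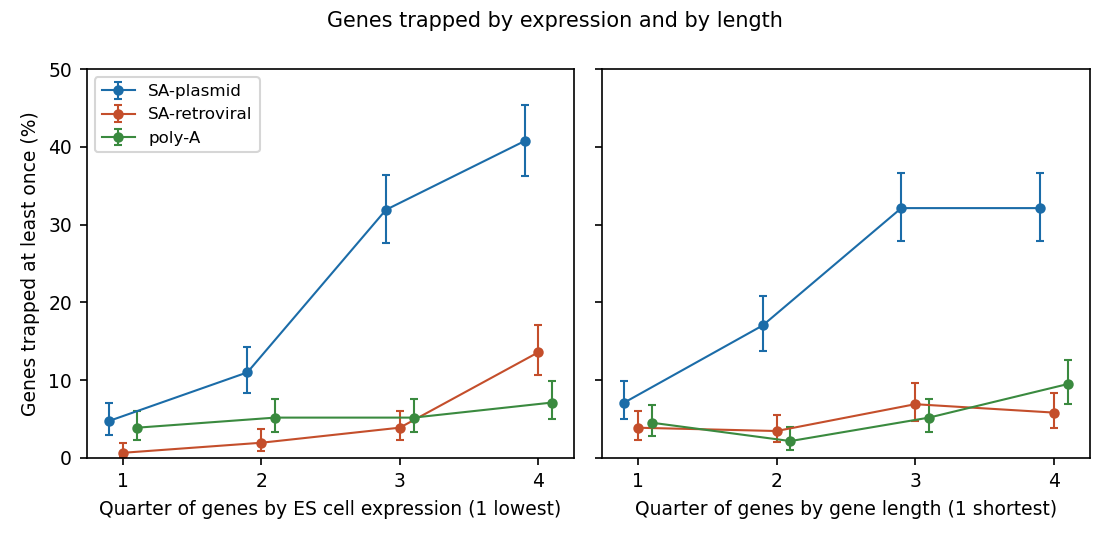
Percent of genes with at least 1 trap (vertical axis) in 4 equal groups of the 1857 genes ranked by ESC expression and by gene length (horizontal axes), for SA-plasmid, SA-retroviral and poly-A vectors, with exact 95% binomial intervals. SA-plasmid shares rise from 4.73% to 40.7% over the groups by expression, and poly-A shares from 3.87% to 7.11%.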

SA vectors showed highly statistically significant (P<0.0001) effects due to gene expression (Table 2). In comparison, the poly-A vectors showed much weaker, albeit statistically significant, expression effects (P<0.013). 

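SA-plasmid traps went from 39 in the lowest group of genes by expression to 473 in the highest one, and SA-retroviral traps from 8 to 235. After removal of the hotspots, 808 SA-plasmid traps in 401 genes and 151 SA-retroviral traps in 81 genes were modelled. At equal gene length, a gene at the 90th percentile of expression had 22.6 times as many fitted SA-plasmid traps as one at the 10th (95% interval 14.3 to 49.1; F test, n = 1848 genes, p = 7.8e-76) and 70.9 times as many SA-retroviral traps (23.3 to 248; n = 1845 genes, p = 5.9e-18). The ratio of the SA-plasmid to the SA-retroviral effect was 0.319 (0.0853 to 1.18), so the order of the 2 vectors was not resolved. Of 100 simulated runs without an expression effect 0 gave a P as small, for either vector. The SA-plasmid ratio was lowest, at 12.9, with only genes of log2 4 or more, whose percentiles span less expression, and highest, at 62.3, with all probe set types. The SA-retroviral ratio was lowest, at 13.5, with 3 degrees of freedom for each spline and highest, at 129, with hotspots called without the overdispersion.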

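Poly-A vectors trapped genes at every level of expression. They hit 18 of the 465 genes in the group of lowest expression (3.87%, exact binomial 95% interval 2.31 to 6.05), 24 in each of the middle groups (5.17%) and 33 of 464 in the highest group (7.11%, 4.95 to 9.84). B4galt7, an enzyme of proteoglycan synthesis, took 4 poly-A traps at a level of 3.95 ± 0.08 (SD, n = 4 arrays) on the plain probe set and 5.24 by one of another type, while Cops3, a subunit of the COP9 signalosome, took 5 at 11.25 ± 0.09. Without hotspots, 96 traps in 87 genes were modelled, and fitted traps at the 90th were 2.71 times those at the 10th percentile of expression (1.33 to 5.48; F test, n = 1845 genes, p = 0.0011). The SA-plasmid effect was 8.36 times as large (3.57 to 23.3) and the SA-retroviral effect 26.2 times (7.59 to 111). Of 100 simulated runs without an expression effect, 2 gave a P as small. The ratio was 1.56 (n = 1430 genes, p = 0.0397) with only genes of log2 4 or more, whose percentiles span less expression, and 1.7 with the mean over a gene's probe sets. From the small effect in vectors with their own promoter, the paper proposes that trapping depends to some degree on transcriptional activity and chromatin structure.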

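Long genes held most of the SA-plasmid traps. Of the 465 shortest genes, up to 10.8 kb, 7.10% were trapped by SA-plasmid vectors (exact binomial 95% interval 4.94 to 9.82). The share was 17.0% in the next group of 464 genes by length and 32.1% in each of the 2 groups of longer genes. Poly-A vectors trapped Nfib, a transcription factor gene of 210 kb, 3 times and Sptlc2, a subunit of serine palmitoyltransferase with a gene of 80.3 kb, also 3 times. Both were removed as hotspots before the fit, as were the shorter and more trapped Cops3 (22.0 kb), B4galt7 (10.5 kb) and Prpf3 (25.1 kb). At equal expression, a gene of 120 kb had 13.8 times as many fitted SA-plasmid traps as one of 5.18 kb (95% interval 10.1 to 20.9; F test, n = 1848 genes, p = 4.4e-58). For poly-A vectors the ratio was 3.84 (2.26 to 7.68; n = 1845 genes, p = 6.1e-08). Of 100 simulated runs without a length effect, 0 gave a P as small for either vector.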

The trapping efficiency of the SA-plasmid and poly-A vectors also increased with gene size (P<0.0001). SA-retroviral vectors exhibited a similar length trend (P<0.0001), but for unknown reasons, these vectors displayed a plateau effect in the largest genes, where trapping likelihood did not increase.

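Among genes trapped by SA-retroviral vectors, Myo10, an unconventional myosin with a gene of 191 kb, held 8 traps. Pafah1b1, the gene of the dynein regulator Lis1 with 50.7 kb, held 13, and Nfyb, a subunit of the CCAAT-binding factor NF-Y with 15.5 kb, held 5. These 3 genes were removed as hotspots, and in the genes left the fitted traps at the 90th percentile of length were 3.05 times those at the 10th (95% interval 1.58 to 6.03; F test, n = 1845 genes, p = 0.0096). Of 100 simulated runs without a length effect, 7 gave a P as small. That number holds only for the overdispersion set in the runs, and the data left here had one of 3.16. The ratio was 4.84 with the mean over a gene's probe sets, 4.83 with the genes tagged in Table S2 as the hotspots and 9.65 with no hotspots removed.

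Among long genes, from 65.5 to 271 kb, fitted traps rose 1.66 times (1.23 to 2.25) for SA-retroviral vectors, in a model where QAIC chose a straight line, which cannot level off. With 3 degrees of freedom the ratio was 1.11 (0.253 to 2.40), and with no hotspots removed it was 1.02. For SA-plasmid vectors it was 2.65 (1.67 to 3.55) and for poly-A vectors 2.28 (1.29 to 3.51). The SA-plasmid ratio was 1.41 with the mean over a gene's probe sets, where the SA-retroviral one was 2.04, and 1.7 with hotspots called without the overdispersion. The SA-plasmid ratio was 1.60 times the SA-retroviral one (0.940 to 2.46), an interval that includes 1.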

**Table 2:** Hotspot Effects and Model Summary

Vector	Model Summary					Hotspot Effect		
	Modeled Events	Modeled Genes	Expression P Value	Length P Value	Explained Deviance	Hotspot Genes	Traps in Hotspots	% Total Traps
SA-plasmid	3513	1545	<0.0001	<0.0001	34%	26	366	10.42%
SA-retroviral	1187	400	<0.0001	<0.0001	19%	18	358	30.16%
Poly-A	805	442	0.013	<0.0001	6%	9	170	21.12%

Modeled events and genes represent the number of trap events and unique trapped genes considered in the modeling process. *P* values for expression and length represent likelihood ratio significance tests. Explained deviance is analogous to the percent of the variance that is explained in a linear regression model. Hotspots reported as the number of genes that fell outside the hotspot cut-off, the number of trap events in the hotspot gene set, and as the percent of modeled traps in hotspot genes.

The strong effect of expression on trap likelihood is likely due to two factors. First, this effect is an inherent property of antibiotic selection, and differences in the expression trends of endogenous expression-dependent vectors stem from differences between cell-culture and sequencing protocols. Second, the presence of the small expression effect in poly-A vectors, where none is expected, suggests that gene-trap likelihood is, at some level, dependent on transcriptional activity and chromatin structure. Previous studies of retroviral insertion with vectors similar to gene-trap vectors yielded contradictory results concerning the effect of gene-expression level on vector insertion [14]–[16]; however, retroviruses are known to integrate preferentially into transcribed genes, likely owing to the effects of chromatin structure [17].

Although poly-A vectors do not appear to depend substantially on gene expression levels, their use poses additional challenges. Poly-A vectors do not require endogenous regulation of transcription, so there is a potentially greater chance that insertion in a “non-genic” locus could still confer antibiotic resistance. This could account for the diminished proportion of poly-A gene-trap events that can be mapped to a gene (Table 1). In addition, preferential integration at the 3′ end of genes in these vectors is due to nonsense-mediated decay of transcripts of the antibiotic-resistance gene-trap products. This decay typically occurs when the vector inserts upstream of the final intron [18]. As a result, insertion of poly-A-trap vectors at the 3′ end more frequently yields drug-resistant colonies. This bias is worrisome because the likelihood that a gene-trap mutation will cause a null allele decreases as the insertion site moves towards the 3′ end of a gene. Newer poly-A trap vectors may overcome the nonsense-mediated decay issue [18] and could be an attractive alternative to expression-based gene-trapping vectors.

In addition to expression, we found that gene length affected trapping likelihood for all three vectors. This finding was somewhat surprising because certain vector types are thought to insert primarily into the ends of genes and therefore might not be expected to exhibit significant gene-length effects. For example, retroviral vectors preferentially inserted at the 5′ end of genes in one study [9]. Likewise, the poly-A trap vectors included in this study insert preferentially into the 3′ ends of genes [18]. Such preferential insertion could eliminate the effects of overall length. In addition, the first or last introns may be the dominant determinants of this length effect, and that total gene length might not capture this effect. Nevertheless, we found a clear enrichment in the trapping of long genes with all retroviral vectors.

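Once hotspots were removed, the size of the length effect differed between vectors. The long genes Faf1 and AL033314 (Snd1) held 16 and 14 SA-plasmid traps, and Myh9 and Top1, of 81.5 and 76.8 kb and removed as hotspots, held 20 and 11 SA-retroviral traps. The rule for hotspots spares genes with a high fitted number, so these counts do not themselves compare the length effects. The SA-plasmid ratio of fitted traps between long and short genes was 4.53 times the SA-retroviral one (95% bootstrap interval 2.16 to 9.81) and 3.6 times the poly-A one (1.7 to 7.02). The SA-retroviral ratio was 0.794 times the poly-A one (0.305 to 1.87), so these were not told apart. With no hotspots removed, so that Myh9 and Cbx5 stayed in, the ratios were 12.1 for SA-plasmid and 9.65 for SA-retroviral vectors, in fits where QAIC also chose other degrees of freedom. With the genes tagged in Table S2 as the hotspots they were 14.0 and 4.83. Over the settings tried, the ratio stayed above 1 for each vector, at 10.3 to 15.2 for SA-plasmid, 2.45 to 9.65 for SA-retroviral and 2.76 to 4.68 for poly-A vectors.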

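Of the 464 longest genes (54.0 kb and more), 44 were trapped by poly-A vectors, or 9.48% (exact binomial 95% interval 6.97 to 12.5), against 21 of the 465 shortest, or 4.52% (2.82 to 6.82). The rise was not steady, as the groups between had 10 poly-A trapped genes (2.16%) and 24 (5.17%). SA-retroviral vectors trapped 27 of the longest genes, or 5.82% (3.87 to 8.35), and 18 of the shortest, or 3.87% (2.31 to 6.05), shares whose intervals overlap before expression is accounted for. The third group by length, of 23.5 to 54.0 kb, had 32 trapped genes, or 6.90% (4.76 to 9.60), which overlaps the longest group. It held 137 traps against 92, but 65 against 72 outside the tagged hotspots such as Cbx5. Among the longest genes were Top1, the DNA topoisomerase, with 76.8 kb and 11 SA-retroviral traps, and Myh9, a nonmuscle myosin heavy chain, with 81.5 kb and 20.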

While individual insertion-specific intron length may be of ultimate importance to the length effect observed in this study, measurement of intron size and identification of the intron of insertion are less reliable due to the prominence of alternative splicing and the difficulty of mapping specific gene-trap vector insertion sites. Further characterization of trends affecting the intron of insertion is necessary to better understand the gene-length effect described here.

### Hotspots of vector insertion

Though well known in the field of gene-trapping [9], hotspots are difficult to define rigorously [19]. These loci, in which vector insertion is highly enriched, are of interest not only to the gene-trap community, but also to the gene therapy [19], cancer biology [20], and HIV fields [21]. Prior attempts to define hotspots have likely been confounded by ignoring effects of expression and length that we define here. To identify loci trapped with frequencies elevated beyond those predicted by expression and length, we flagged genes significantly outside the model prediction space and defined them as hotspots. We used an iterative fitting process to identify these genes separately for each vector (hotspots listed in Table S2).

Each vector type had a unique set of hotspots, with marked differences based upon the method of vector delivery (plasmid or retroviral), as shown in Table 2. 

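The refit called 9 SA-plasmid, 12 SA-retroviral and 12 poly-A hotspots among the 1857 genes. The SA-plasmid hotspot with most traps was Slc25a17, a carrier of the peroxisome membrane, with 42 traps against 0.645 fitted. Ogdh, an enzyme of the citric acid cycle, held 15 against 0.911, and Rnasen (Drosha), the nuclease that processes microRNA precursors, 15 against 1.88. The kinase Stk4 followed with 10, Mjd (Atxn3) and the aminopeptidase Npepps with 9 each, Helz with 7, Gga3 with 6 and Rbm14 with 4. SA-retroviral hotspots were led by Cbx5, which encodes the heterochromatin protein HP1α, with 45 traps against 0.234 fitted, Myh9 with 20 against 0.438 and Igf2bp1, an mRNA-binding protein, with 14 against 0.485. Pafah1b1 held 13 against 0.120 and Cbx1, which encodes HP1β, 12 against 0.0096. The others were Rhoa and Top1 with 11 traps each, Myo10 with 8, Map2k1 and Ube2g1 with 6 each, Nfyb with 5 and Hsf2 with 3.

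Poly-A hotspots rested on few traps. Cops3 had 5 against 0.0528 fitted, B4galt7 and the splicing factor Prpf3 had 4 each, and Klf5, Nfib, Npepps, Pitpna, Rab5a and Sptlc2 had 3 each. Bcl2l12, Sfrp4 and Zcsl2 (Dph3) were called on 2 traps each. Npepps was the only gene called for more than one vector, SA-plasmid and poly-A. The 5 genes tagged for each SA vector in this part of Table S2 were all among the calls. In 20 simulated runs per vector, the planted hotspots were found in full for SA-retroviral and poly-A vectors and nearly in full for SA-plasmid vectors, with a mean of 6.2 other genes called for SA-plasmid, 2.6 for SA-retroviral and 1.5 for poly-A vectors. The SA-plasmid calls outside the 5 tagged genes (Stk4, Npepps, Helz and Rbm14) are thus no more than such runs call falsely. The numbers of false calls hold only for the overdispersion set in the simulated runs. With hotspots removed, the data had 3.16 for SA-retroviral, 1.74 for SA-plasmid and 1.07 for poly-A vectors. Of the 33 calls, 8 were of genes in which a probe set of another type read at least 2-fold above the plain one, such as Cbx1, at log2 4.92 plain and 11.84 by the other type, with 0.412 fitted traps in place of 0.0096. These are 25% of the 32 genes called, against 13.7% of the trapped genes not called and 10.6% of all 1825 genes not called, shares that were not tested. In a refit with the highest probe set of any type the calls of Rbm14, Stk4, Helz and Zcsl2 ended, and so did those of Ube2g1 and Hsf2, whose own level was the same. That refit called 14 SA-plasmid, 11 SA-retroviral and 11 poly-A hotspots in all, so it also gained calls for both SA vectors.

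**Figure D3:**
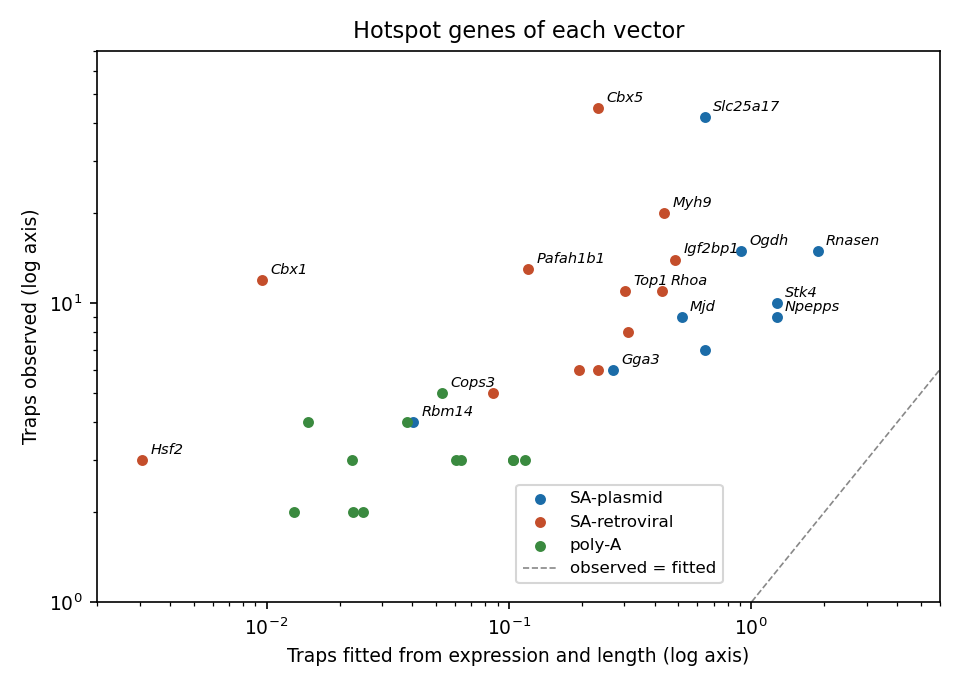
Observed traps (vertical axis, log scale) against fitted traps (horizontal axis, log scale) for each gene called a hotspot, by vector, with the line of equality. All 33 calls lie above the line, nearest to it by ratio, with plain probe sets, Npepps with 9 SA-plasmid traps for 1.27 fitted and farthest Cbx1 with 12 for 0.0096.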

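The 12 SA-retroviral hotspots held 154 of 305 traps, or 50.5% (exact binomial 95% interval 44.7 to 56.2), with Cbx5, Myh9 and Igf2bp1 in front. The 9 SA-plasmid hotspots held 117 of 925 traps, or 12.6% (10.6 to 15), and Slc25a17 alone held 42 of them. A few genes carry these shares, so resampling genes gave wider intervals, of 28.4 to 65.3% for SA-retroviral and 3.79 to 21.5% for SA-plasmid vectors. The difference was 37.8 percentage points (14.0 to 55.8), above 0 in this interval. The genes that Table S2 tags held 104 SA-retroviral traps (32.8%) and 87 SA-plasmid traps (8.80%) over all 1999 genes held. The SA-plasmid share was 21.0% with the mean over a gene's probe sets and 27.1% with hotspots called without the overdispersion. The latter lies above the interval from resampling genes, as does the SA-retroviral share of 72.5% in that setting. These intervals thus do not cover the choice of the calling rule.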

Hotspot insertions were more frequent with SA-retroviral retroviral vectors (30% of total traps) than with SA-plasmid vectors (10% of total traps). Poly-A vectors showed a smaller hotspot effect (21% of total traps) than other retroviral vectors. These proportions could underestimate the actual number of genomic hotspots, as we only considered well-defined genes.

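For poly-A vectors, 37 of 133 traps (27.8%, exact binomial 95% interval 20.4 to 36.3) lay in hotspots, and resampling genes gave 15.1 to 39.4%. Cops3, with 5 traps in a gene of 22.0 kb, B4galt7 (10.5 kb) and Prpf3 (25.1 kb) were the most trapped. The SA-retroviral share was higher by 22.7 percentage points (-2.82 to 41.9) and the SA-plasmid share lower by 15.2 (-0.536 to 28.9 for poly-A minus SA-plasmid), with 0 inside both intervals. No poly-A hotspot is tagged in the part of Table S2 held. The poly-A share was 12.0% with linear terms and 16.5% with the expression listed in Table S2.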

This increased presence of hotspots in retroviral-based gene trapping could reflect the tendency of retroviral insertional machinery to interact with specific sites in the genome [19], [22]–[24]. The mechanism driving hotspots with plasmid vectors is less well understood but might involve genomic regions with high recombination frequencies and high rates of double-stranded break repair [25]–[27]. The quantitative method of identifying hotspots used here may help future investigations to identify and characterize cellular and genomic factors that underlie insertional hotspots.

### Summary of gene-trap likelihood models

The ability of these expression and length-dependent models to explain trapping probabilities was quantified by the percent reduction in deviance compared to a null model with no covariates in the datasets after hot-spot removal, analogous to the use of R-squared in linear regression models. 

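Expression and length together accounted for 36.4% of the deviance of SA-plasmid traps (95% bootstrap interval over genes 31.4 to 42.7), 24.1% for SA-retroviral traps (15.9 to 34.1) and 7.59% for poly-A traps (4.38 to 13.6), after the hotspots such as Slc25a17, Cbx5 and Cops3 were removed. Expression alone accounted for 18.5% with SA-plasmid and 22.0% with SA-retroviral vectors, and length alone for 13.0% and 0.224%. The SA-retroviral value for length alone depended on the setting. It was 0.819% with the expression listed in Table S2, 1.20% with 3 degrees of freedom and 4.07% with no hotspots removed. With embryoid body arrays as the source of expression, the SA-retroviral model accounted for 14.1%.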

The percent reduction in deviance was greater for SA-plasmid and SA-retroviral models (34% and 19%, respectively) than for the poly-A model (6%). For the expression-dependent SA vectors, these models explain a substantial proportion of the deviance. 

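In poly-A vectors, length alone accounted for 5.68% of the deviance and expression alone for 0.964%. Genes removed as poly-A hotspots before this fit ranged from Sfrp4, a secreted Wnt antagonist at log2 2.92 ± 0.01 (SD, n = 4 arrays), to Rab5a, a GTPase of early endosomes at 10.73 ± 0.14, and Cops3 at 11.25 ± 0.09. With no hotspots removed, or only the tagged ones, the poly-A model accounted for 3.99%, with 2.32% for length alone and 1.16% for expression alone.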

The low explanatory ability of the poly-A vector model reflects the relatively lower effect of expression on gene-trap likelihood, and to some extent the smaller effect of length.

Regardless of whether a gene has been inactivated by gene trapping in our experimental data, our models can predict the likelihood that a gene will be trapped in a single trapping event. These predictions serve as “trapping scores” for each gene. The raw trapping scores were corrected for the effects of both hotspots and gene-trap events that could not be mapped to a gene. The corrected scores, reported for the 7435 well-defined genes included in our dataset in Table S2, allow the overall trapping efficiencies of different vectors to be compared.

To validate our model, we compared the expected number of traps from the SA-retroviral model with the observed number of traps in gene-trap cell lines produced by Lexicon Genetics [28]. This validation set contained 48,809 cell lines from Lexicon Genetics that could be annotated to our gene set (data in Table S2). The Spearman's correlation coefficient for the comparison was 0.429 (P<0.005). This level of concordance gives us further confidence that gene-trap likelihood was successfully modeled.

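Genes with a high fitted number of SA-retroviral traps were trapped often in Omnibank, the collection of Lexicon Genetics, whose counts are those of the paper's Table S2. Of the 464 genes with the highest fitted numbers, 84.3% had at least 1 Omnibank trap, with a mean of 16.2 traps per gene. In the 3 groups of about equal size below, the shares were 72.2%, 50.9% and 27.7%, and the means 5.93, 3.55 and 1.23. The medians were lower than the means, at 5 traps per gene in the highest group and 2, 1 and 0 in those below. In all, 1091 of the 1857 genes held 12499 Omnibank traps. Pitpna, a phosphatidylinositol transfer protein, held most, with 463, and no SA-retroviral trap, and Cbx5 followed with 429 and 45. Llglh2 (Llgl2), a cell polarity protein, held 246, and Ppp2r5c, a regulatory subunit of protein phosphatase 2A, 214. These 4 genes were chosen after their values were seen.

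Across genes, Spearman's rho of fitted SA-retroviral with Omnibank traps was 0.498 (95% bootstrap interval 0.463 to 0.532; permutation test, two-sided, p = 1e-05, the smallest that 100000 permutations can give). Genes are not independent replicates. From the correlation with this separate set of cell lines, the paper gains further confidence that the likelihood of trapping was modelled successfully.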

Although these models describe a significant proportion of the variance in trap likelihood between mouse genes, other factors undoubtedly contribute to trap likelihood, and therefore, trapping scores should be interpreted on a limited scope for individual genes. For instance, the expression-based vectors used in this study fail to trap secreted and membrane-bound proteins (data not shown). Other genomic factors that control vector insertion, transcription, splicing, translation and protein localization all likely play some role in determining trap likelihood. Further examination of genes where the number of observed traps departs from model predictions may help identify other important mechanisms affecting insertional mutagenesis.

Our models have other limitations relating to experimental and modeling constraints. The restricted number of total genes for which high-confidence annotation and ESC expression data were available reduced our dataset size. We also were limited to using expression measurements from a single ESC line, and different global expression states potentially exist between the different ESC lines used in gene trapping. These constraints may affect the accuracy of our models, contributing to the overall noise, and these effects may be stronger at the end of the length and expression scales, where there are fewer data points.

### Conclusion

Our findings offer a more complete understanding of factors governing the accessibility of genes to trapping. We report the first formal testing of the effects of gene expression and gene length on trapping likelihood. While the effects of expression in SA-trap vectors is confirmatory, the detection of an expression effect in poly-A vectors is an important finding and matches previous reports of a role of transcriptional state in vector insertion likelihood. The length effect reported for all vectors described in this study is a novel finding that requires further characterization to understand the relative importance of the underlying biology. In addition the identification of expression and length-independent insertional hotspots is an important result and could benefit fields other than gene-trapping. Ideally, the empirically quantified relationships we provide here can be generalized to all genes in the mouse genome. Mutagenesis in mouse and human ESCs will continue to evolve with new and more powerful techniques, and the results from this initial analysis will hopefully aid future mammalian gene mutagenesis efforts.

## Materials and Methods

### Gene-trap data

Data for gene-trap cell lines were generated with the International Gene Trap Consortium (IGTC) identification and annotation pipeline [29]. Annotations were obtained by genome and transcript-based homology searching. Publicly available gene-trap cell lines included in the IGTC database were used for the gene-trap data sets, and all gene-trap cell-line sequences used in our analysis can be found in the NCBI Genome Survey Sequence database [30].

Because numerous gene-trap vectors were used to create the cell lines represented by the IGTC, we chose three representative vector groups for analysis: the plasmid pGTlxf series (SA-plasmid), the retroviral FlEx vectors (SA-retroviral), and a combination of poly-A trap vectors (poly-A). The SA-plasmid vectors were produced by BayGenomics (http://baygenomics.ucsf.edu). The SA-viral vectors are a conditional system used by the German Gene Trap Consortium (http://www.tikus.gsf.de) [31]. Poly-A cell lines are from the Centre for Modeling Human Disease gene-trap project (http://www.cmhd.ca/genetrap) [13]. Poly-A vectors designed to take advantage of nonsense-mediated decay [18] were not included in this analysis. Exon trap vectors are similar to SA-trap vectors but depend on direct, in-frame integration into the open-reading frame of a gene [32]; however, these vectors behave similarly to SA vectors due to cryptic splicing [33] and were therefore omitted from this study. Secretory vectors containing transmembrane signal sequences [34], [35] were also excluded. Vector maps are available on each gene-trap resource website. More information on gene-trap data is available on the IGTC website (http://www.genetrap.org).

### Gene Data

Gene length and annotation data were from mouse build 36 of the Ensembl database [36]. Length was computed as the full transcribed genomic region, including the UTR when present. This analysis used a set of 7435 well-characterized genes (Table S2) for which complete sequence data were available. Similar sets of “sentinel genes” have been used in analyses of gene-trap data [28]. For this study, this set includes known genes annotated to a Mouse Genome Informatics (MGI) symbol and an Entrez Gene ID and not primarily identified by Riken clones. Single-exon genes were omitted from the model, because they lack of a splice donor site necessary for proper function of SA and poly-A trap vectors.

### Expression Data

For all gene-expression data, mouse E14 ESCs were prepared as described [37] (http://www.baygenomics.ucsf.edu). For GeneChip studies, we performed four biological replicates using Affymetrix 430 2.0 arrays, and RNA samples were prepared as described by the manufacturer (Affymetrix, Sunnyvale, CA). 

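Expression of most of the 1857 genes modelled varied little between the 4 ESC arrays. The median SD was 0.105 on the log2 scale, 90% of the genes lay under 0.317, and 59 genes (3.18%) were over 0.5. The least even genes were Axl, a receptor tyrosine kinase, with SD 1.43, Pmp22, a myelin protein, with 1.38, Col1a1, a chain of type I collagen, with 1.24, and Wisp1, a secreted matrix protein, with 1.21. Each of these 4 genes, chosen after their values were seen, was higher in arrays 8 and 10 than in arrays 2 and 6. Col1a1 lay at log2 9.03 and 9.02 in the former and at 6.98 and 6.78 in the latter, and Axl at 7.15 and 7.02 against 4.49 and 4.73. Pairs of ESC arrays within 2 and 6 or within 8 and 10 correlated at 0.998, and pairs across at 0.995 to 0.996.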

The 430 2.0 GeneChip contains 45,101 probe sets, including 9242 probe sets that were unambiguously mapped to a single Ensembl identification. Only probes marked as type “_at” were used for the final analysis, because we had the highest confidence of proper hybridization in these probe sets. All other probe sets were discarded, because the probes may cross-hybridize to mRNA products of other genes (Affymetrix). We selected the probe set with maximal expression when there was more than one representing a single gene.

Expression values were calculated with GCRMA (v. 1.1.5; http://www.bioconductor.org), a method that purports to give good estimates of expression in the entire expression spectrum [38]. While on/off calls and removal of genes based on a low signal-to-noise ratio may allow elimination of some spurious expression results, use of GCRMA and full data inclusion were necessary to model the likelihood of trapping, especially at the lower boundaries of expression. Expression values for a subsample of genes from the same cell type in the same tissue-culture conditions were confirmed in TaqMan quantitative RT-PCR experiments [37]. Raw and normalized data for these experiments can be accessed using GEO series accession GSE8128.

### Analysis

Spline-based methods were used in multinomial regression models, with gene length and expression as model predictors and the number of trap events in each gene as the outcome. Knot placement for splines was based on gene-distribution percentiles. Models were iteratively fitted to genes remaining at each round after cumulative removal of hotspot genes, defined as genes with an observed trapping frequency far above the expected frequency. We identified such genes, using a cut-off of P<0.001 and re-ran the analyses without them. These probabilities were calculated by using the Poisson approximation to the binomial distribution with a large number of trials and a low probability of success and were corrected for the estimated model overdispersion. We then re-fit the model with the hotspots deleted, repeating the process until no additional hotspots were identified. The level of significance 0.001 *P* value was selected to be conservative in the culling of genes that did not fit the model, as we wanted to limit the number of genes removed to only those that far exceeded predicted trap likelihood. *P* values for the length and expression effects in the final models are reported, and deviance that can be explained for each model was computed.

Trapping scores were computed directly from the fitted model as the predicted probability of trapping, and corrected by multiplying the proportion of events that trapped a modeled gene rather than a hotspot or gene-trap event that could not be mapped to a gene. Statistical analysis was performed with SAS (SAS Institute, Cary, NC) and the R statistical environment (http://www.r-project.org).

### Model Specification

Because each experiment (trap event) selects one of a known set of genes that could be trapped, the data fit the statistical framework of multinomial regression. Let *n* = 1 to *N* index experiments that trapped a gene. For each experiment, we assumed that the probability that gene *j* is the one that is trapped is a function of covariates. Let **x** be the matrix with a row for each gene and a column for each covariate. A multinomial model for which gene is trapped in each experiment is then defined by: 
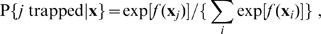
(1)where the sum in the denominator is over all genes that might be trapped, *f* is a function of the covariates, and **x** *_i_* is the vector of covariates for gene *i*. For example, a simple linear model with two covariates would be f(**x** *_i_*) = β_1_ *x_i1_*+β_2_ *x_i2_*. Here we restrict attention to genes whose length and expression are known and to the experiments where one of these genes was trapped. Letting *j* denote the gene trapped in the *n*th experiment, we can write the log-likelihood (up to a constant that does not depend on the covariates) for experiment *n* as: 
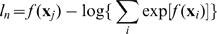
(2)Letting *h_i_* denote the number of times gene *i* was trapped, we can then write the log-likelihood for the entire set of experiments as: 
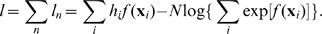
(3)

For any given parametric form for the function *f*, we can estimate the parameters by finding those that maximize this log-likelihood, with the general optimization features of the NLMIXED procedure in SAS. For both covariates (gene length and expression), we applied logarithmic transformations and then used cubic parametric splines [39], choosing among models with different degrees of freedom with the Akaike information criterion [40] adjusted for overdispersion [41]. We assumed that the effects of these two covariates were additive, *f*(**x** *_i_*) = *f_1_*(*x_i1_*)+*f_2_*(*x_i2_*). Adding interaction terms did not substantially improve fits to the data.

To calculate a fitted probability of trapping for each gene, we used equation (1) with the best-fitting parameters for *f*_1_ and *f*_2_

## Supporting Information

Table S1 Compares the expression as measured using RT-PCR with expression estimates derived using GCRMA methods.
(0.03 MB XLS) Click here for additional data file.

Table S2 Summarizes the dataset used for this analysis. Included are the length and expression values for genes included in the analysis, number of traps in each gene by gene-trap vector, and the derived trap score for each gene. Hotspots genes are tagged in the trap score column for each vector. Omniback gene-trap events, used here as a validation set, are listed in the final column.
(1.60 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

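Gene expression was measured with 9 Affymetrix Mouse 430 2.0 arrays, 4 of E14 mouse ESCs (labelled 2, 6, 8 and 10) and 5 of embryoid bodies (labelled 1, 3, 5, 7 and 9). The authors deposited GCRMA values per probe set as intensities on a linear scale, from 2.14 to 37448. GCRMA subtracts background by a model of probe sequence, normalizes the arrays to one distribution and summarizes the probes of each probe set. The paper's text does not say whether all 9 arrays were normalized together. The log2 of each value was taken, and no further normalization was applied in the results reported at the paper's conclusions. The 64 control probe sets were left out. Of the other 45037 probe sets, 34945 were paired with 1 gene symbol by the annotation given with the array, covering 18193 genes, and no gene was represented by a probe set paired with several. No column of per-sample values was left without a sample.

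The samples, the test and design of each result, the gene lists, the rule for named genes and the alternatives were set before the data were examined. The paper's Tables S1 and S2 had been seen by then. Alternatives added later are named as such in the closing section.

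Expression per gene was the mean log2 value over the 4 ESC arrays of the plain _at probe set with the highest mean, as in the paper, but probe sets were paired with genes by the symbol of the array's annotation, where the paper used those mapped to a single Ensembl identification. Of 1857 genes matched to Table S2, 133 had a level that differed from the listed one by 0.0001 or more on the log2 scale. RT-PCR values were taken from Table S1, of which 109 of 112 genes were matched. For 93 of these the level equalled the listed one within 0.001 on the log2 scale. Trap counts, lengths, hotspot tags and Omnibank counts were taken from the first 1999 of the 7435 genes of Table S2 in the order of Ensembl identifiers, which is not a random sample, so no overlap or enrichment test was run on them. Correlations are Spearman's across genes, with two-sided permutation tests of 100000 resamples. Trap models are quasi-Poisson regressions on natural cubic splines of log2 expression and log2 length, the Poisson form of the paper's multinomial model, with degrees of freedom from 1 to 5 chosen by QAIC, F tests of each covariate and iterative removal of hotspots at P under 0.001. Intervals are 95% bootstrap intervals over genes with 1000 resamples, or exact binomial (Clopper-Pearson) intervals for shares of genes or traps, which cover counting error only.

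Embryoid bodies and ESCs were compared on the log2 scale by limma with eBayes (trend and robust), two-sided, over all 45037 probe sets, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 and represented by the probe set with the highest mean over all 9 arrays among those paired with that gene alone. The 19 gene lists held 314 entries, with Kdr, Eomes, Hand1 and Cer1 in a pair of lists each. They covered pluripotency, epiblast, primitive streak and early mesoderm, definitive endoderm, extraembryonic endoderm, neuroectoderm and neurons, heart and muscle, blood and endothelium, mesenchyme and fibroblasts, trophoblast, Hox genes, germ cell and two-cell-stage genes, imprinted genes, glycolysis, hypoxia response, cell cycle and DNA replication, immediate early genes, ribosomal proteins, and Nodal and Wnt signalling targets. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation. A further set of models tested whether traps follow the ESC minus embryoid body difference in log2 expression at equal mean expression and length.

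Named genes were chosen by rule. Between embryoid bodies and ESCs these were the 12 genes with the largest rise and the 12 with the largest fall among called genes whose arrays of one group all lay above those of the other, and up to 4 members of each list with the largest change. For trapping they were each gene tagged or called as a hotspot and the 5 most trapped genes per vector. For RT-PCR they were the 5 genes whose array rank most exceeded the RT-PCR rank, the 5 with the opposite, and the 5 highest by RT-PCR. The most variable genes between ESC arrays, the 5 genes with most Omnibank traps and single list members outside this rule were chosen after their values were seen.

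The alternatives were the mean over a gene's probe sets, all probe set types, the expression listed in the paper's tables, embryoid body arrays as the source of expression, each array left out in turn, genes of log2 4 or more, 3 degrees of freedom or linear terms, no hotspots removed, the tagged hotspots, hotspots called without the overdispersion, and a negative binomial model. For the comparison of embryoid bodies with ESCs they were quantile normalization, centring on the median, no trend or robust step, array weights, plain probe sets, a fold of at least 2 and the same filter and leave-one-out fits.

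The trap models, the limma and camera comparison and the RT-PCR correlation were tested on simulated data. In 20 runs per vector with the 1857 genes, a true expression ratio of 20 for SA-plasmid, 50 for SA-retroviral and 2.5 for poly-A vectors gave median fitted ratios of 24.9, 67.9 and 2.67, and true length ratios of 12, 4 and 4 gave 14.4, 4.17 and 4.72. In 100 runs each without an expression effect, 14, 19 and 20 passed 0.05, and without a length effect 21, 23 and 17. For the models of ESC minus embryoid body expression, true ratios of 1.5, 2 and 1.5 per 2-fold excess gave medians of 1.49, 1.97 and 1.52 in 20 runs each. In 100 runs each without such an effect, 8, 11 and 6 passed 0.05. All counts from simulated trap models hold only for the overdispersion set in the runs. The SA-retroviral data had 3.16 with hotspots removed and 6.05 with none removed. The limma procedure, run on 45037 probe sets, found 28, 43, 47 and 50 of 50 planted changes at folds of 1.5, 2, 4 and 8, none with the wrong sign, and called 10 unchanged probe sets. Of 19 unchanged gene sets, 0 passed 0.05. That count holds only for the correlation between genes set in the simulation. The measured lists had estimated correlations from -0.0731 (germ cell) to 0.725 (glycolysis). For the RT-PCR correlation over 109 genes, 7 of 100 unrelated runs passed 0.05 and a true r of 0.7 gave a median rho of 0.675.

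The versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, limma 3.58.1 and MASS 7.3.60.0.1. The other genes of Table S2 and the scanner files were not used here.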

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

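The other splits of the arrays, the fits with the array number, the calls of hotspots with embryoid body expression and the comparison of its effect between the groups were chosen only after the results were seen. The comparison of embryoid bodies with ESCs, the list tests and the models of ESC minus embryoid body expression were planned.

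The paper does not report on the embryoid body arrays. In limma, 5529 of 18193 genes differed between embryoid bodies and ESCs, 2863 higher and 2666 lower in embryoid bodies, and 12 of 19 gene lists shifted in camera at a preset correlation. With an estimated correlation only the heart (adjusted p = 0.0088), imprinted (0.0088) and definitive endoderm (0.011) lists stayed under 0.05. The balance of directions depends on the setting, with 3172 higher and 5109 lower with array weights, 2815 and 3837 with quantile normalization, and 2962 and 4819 without embryoid body array 9. Of 100 splits of the 9 arrays into 5 and 4 (126 are possible), 1 called as many genes, the real one, and the highest other split called 4537. A share of 1 in 100 is the smallest that these splits can give. It argues against a random split as the source of the count, but takes the arrays as independent, which is not known. Arrays 1 to 6 and 7 to 10 correlated better among themselves in both groups, but with this side as a block 5922 genes were called (5448 of them shared with the 5529), within arrays 1 to 6 there were 4906, within arrays 7 to 10 4229 and with the means of each side as replicates, which leaves fewer samples, 2550, while 119 differed by side with both groups in the model. These counts argue against the array number as the whole cause. The kind of culture, embryoid body or ESC, stays as a hypothesis, and the paper's text does not describe the embryoid bodies. Without embryoid body array 9, 7781 genes were called, 5446 of them shared.

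With hotspots removed, traps followed the level of a gene in ESCs more than its level in embryoid bodies for both SA vectors. At equal length and mean expression, each 2-fold excess in ESCs over embryoid bodies went with 1.46 times as many SA-plasmid traps (95% bootstrap interval 1.32 to 1.63; F test, n = 1848 genes, p = 1.5e-11) and 2.30 times as many SA-retroviral traps (1.74 to 2.85; n = 1845 genes, p = 2.2e-07), the latter 1.57 (1.13 to 2.25; n = 1857 genes, p = 0.0536) with no hotspots removed. The hotspots were called with ESC expression, and called with embryoid body expression instead the ratios were 1.44 (1.31 to 1.59) and 2.24 (1.82 to 2.72). In 100 simulated runs without this effect per vector, 8 of SA-plasmid and 11 of SA-retroviral runs passed 0.05, so these P values are somewhat too small, but 0 gave a P as small. Such counts hold only for the overdispersion set in the runs. For poly-A vectors the ratio was 1.01 (0.784 to 1.39; n = 1845 genes, p = 0.918). Expression itself had a small effect on poly-A traps, of 2.71 times between its 10th and 90th percentiles. A ratio near 1 could thus arise whichever level these traps follow, so the poly-A test cannot decide. The SA-plasmid ratio was 1.44 times the poly-A one (1.03 to 1.93), the SA-retroviral ratio was 2.27 times the poly-A one (1.51 to 3.20) and 1.58 times the SA-plasmid one (1.19 to 1.99). With no hotspots removed these were 1.31 (1.01 to 1.7), 1.42 (0.954 to 2.20) and 1.08 (0.745 to 1.57), so the SA-retroviral excess over the others was not resolved there. The contrasts between vectors partly restate their different expression effects, of 22.6 for SA-plasmid, 70.9 for SA-retroviral and 2.71 for poly-A vectors. Among the 81 genes over 2-fold higher in ESCs there were 70 SA-plasmid, 33 SA-retroviral and 8 poly-A traps, against 26, 5 and 15 among the 152 genes over 2-fold higher in embryoid bodies.

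In 328 genes the difference between embryoid bodies and ESCs itself differed between arrays 1 to 6 and arrays 7 to 10 (limma interaction, adjusted p under 0.05). Among these, chosen after their values were seen, Col1a1 was higher in ESCs by 2.14, Pmp22 by 2.38 and Nrp1, a receptor of semaphorins and VEGF, by 2.36 in arrays 8 and 10, with -0.16, -0.06 and -0.06 between embryoid body arrays 7 and 9 and the others. Hbb-bh1, an embryonic globin, differed by -2.1 between embryoid body arrays 7 and 9 and the others, with 0.31 in ESCs.

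Of 222 groups of 4 or 5 arrays of a named gene, 18 (8.11%) held an array far from the others, and 8 of these were ESC array 10. The rule sets the gap against the range, and chance gives about 1 in 20 only where values vary freely. It also flags small gaps where the others are identical, as for Cbx1, or lie near the floor, as for Postn. The lower quartile of array 10 was log2 2.77, against 2.73 in the other ESC arrays. In ESC array 10, Postn lay at log2 3.00 (the others at 2.93 to 2.94), Mixl1 at 5.46 (5.14 to 5.15), Dazl at 4.91 (3.90 to 4.01), Egln1 at 6.38 (7.00 to 7.13), Cdc20 at 12.45 (12.65 to 12.66), Bcl2l12 at 7.70 (7.43 to 7.44), Cbx1 at 4.93 (4.91) and Rab5a at 10.52 (10.77 to 10.81). In ESC array 6, Foxa1 lay at 3.74 (4.47 to 4.52), Zic1 at 2.68 (4.49 to 4.51), Lum at 3.69 (4.87 to 4.91) and AL033314 at 9.23 (9.02 to 9.05). In ESC array 8, Tnnt2 lay at 2.74 (3.80 to 3.99) and Eomes at 6.65 (7.46 to 7.58), and in ESC array 2, Tnni1 at 4.69 (3.53 to 3.55). In embryoid bodies, Nr0b1 lay at 2.81 in array 5 (2.58 to 2.64), 1700097N02Rik at 3.78 in array 1 (3.57 to 3.61) and Dazl at 2.87 in array 3 (3.34 to 3.39).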

How the results depend on the processing

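The fits with the array number, the models over all 1999 genes held, the RT-PCR correlation over all 112 genes listed, hotspots called with the mean of ESC and embryoid body expression or the latter alone, and the use of the scores listed in Table S2 were chosen after the data had been seen, and all other alternatives were set beforehand. No paired analysis was run. Embryoid bodies have odd and ESCs even labels of one running series, which does not say whether neighbouring numbers are pairs. Under the alternatives set beforehand, other than one array left out, 161 values stayed on their side of the threshold or within their spread, 21 moved and 1 lost its call, with none reversed. Both rank correlations and the 6 expression and length effects kept their direction and a nominal P under 0.05 under every alternative run, and the list count stayed within 1.5 times. That P is a weak bar for SA-retroviral length and poly-A expression, where 23 and 20 of 100 simulated runs without an effect passed it.

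The SA-plasmid hotspot share was 21.0% with the mean over probe sets, 9.41% with tagged hotspots, 27.1% without the overdispersion and 12.6 to 17.5% with one array left out. The SA-retroviral share was 41.3% with listed expression, 43.9% with embryoid body arrays, 37.7% with linear terms, 34.1% with tagged hotspots, 72.5% without the overdispersion, 61.6% with genes of log2 4 or more and 39.7% over all 1999 genes. The poly-A share was 16.5% with listed expression, 12.0% with linear terms and 0% with tagged hotspots, as none is tagged. No share exists with no hotspots removed, and a negative binomial model keeps the calls by construction. Explained deviance was 28.3% (mean over probe sets) and 30.3% (embryoid body arrays) for SA-plasmid, 14.1% (embryoid body arrays) for SA-retroviral and 3.99% (no or tagged hotspots removed) for poly-A vectors. The rise of SA-retroviral traps in long genes was 1.11 with 3 degrees of freedom and 1.02 with no hotspots removed, and the excess with ESC over embryoid body expression was 1.57 with no hotspots removed. The count of genes differing between embryoid bodies and ESCs was 1730 at a fold of at least 2, a stricter rule, 2550 with means of arrays 1 to 6 and 7 to 10 as replicates, which leaves fewer samples, 4961 to 7781 with one array left out, 6652 with quantile normalization and 8281 with array weights. The median SD between ESC arrays was 0.126 for genes of log2 4 or more and 0.0885 to 0.10005 with one array left out. Where no construction is named, the cause was not tested.

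Among 86 named genes, called or not, the alternatives set beforehand left 557 results on their side of the threshold, lost 13 calls and gained 2, 8 of the losses by the fold rule. Leaving out one array left 752, lost 20 and gained 2, the changes all in Rbp4, Hoxb3, Rps3, Rplp0, Pax6 and Hand1. GCRMA values near the floor limit the folds of genes absent from one group, and ESC levels under log2 4 limit the order of the lowest genes.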

Differences from the paper's values

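The models over all 1999 genes held, the correlation over all 112 genes of Table S1 and the scores listed in Table S2 were chosen after the values were seen. All other settings named here were set before the data were examined.

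Spearman's rho between GCRMA and RT-PCR expression was 0.728, and the paper's value is 0.67. With the mean over probe sets (0.663), the expression listed in Table S1 (0.668), embryoid body arrays (0.635) and only genes with RT-PCR above 0 (0.659), the value lay within the bootstrap error of rho, 0.0480, of the paper's. With all probe set types (0.810) and with each ESC array left out (0.723 to 0.732) it lay beyond that error. The 95% interval of 0.618 to 0.806 includes 0.67, as do those with each array left out, so a difference is not shown, while the interval with all probe set types (0.733 to 0.871) lies above it. Over all 112 genes with the listed expression, chosen after seeing the values, it was 0.669, and no called item is dropped by this.

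The rank correlation of the SA-retroviral model with Omnibank traps was 0.498, and the paper's value is 0.429. With no hotspots removed (0.439) and with genes of log2 4 or more (0.419) it lay within the bootstrap error, 0.0177, of the paper's. It lay beyond that error with the mean over probe sets, all probe set types, listed expression, embryoid body arrays, each array left out, 3 degrees of freedom, linear terms, tagged hotspots, no overdispersion and the negative binomial model (0.451 to 0.499). The 95% interval of 0.463 to 0.532 lies above 0.429, but those with the mean over probe sets (0.413 to 0.485), all probe set types (0.420 to 0.494), embryoid body arrays (0.419 to 0.491), 3 degrees of freedom (0.422 to 0.496) and tagged hotspots (0.412 to 0.487) include it. The scores listed in Table S2, chosen after seeing the values, gave 0.462 over 1994 genes. The paper's value covers all 7435 genes.

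The share of SA-retroviral traps in hotspots was 50.5%, and the paper's is 30.16%. Shares are set apart here when they differ by more than the bootstrap error, 9.42 percentage points, and by more than 1.5 times. With listed expression (41.3%), embryoid body arrays (43.9%), linear terms (37.7%) and tagged hotspots (34.1%) the share lay within these bounds, and with the mean over probe sets (45.9%), all probe set types (50.2%), each array left out (50.5%), 3 degrees of freedom (52.1%), no overdispersion (72.5%) and genes of log2 4 or more (61.6%) beyond them. The bootstrap interval over genes of 28.4 to 65.3% includes the paper's value, so a difference is not shown. The form of the correction for overdispersion, which the paper does not state, may also differ from the one used here. Over all 1999 genes, a setting chosen after seeing the values, it was 39.7%.

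The P of the expression effect on poly-A traps was 0.0011 in the F test of a quasi-Poisson model (n = 1845 genes), and the paper's, from a likelihood ratio test, is 0.013. The fit here held 96 traps, and the paper modelled more traps and genes. A P value depends on these numbers, so the distance between the P values does not compare the size of the effect. Of 100 simulated runs without an expression effect, 20 passed 0.05 in the F test and 2 had a P as small as 0.0011, so its P is too small. All alternatives set beforehand differed from the paper's 0.013 by more than 1.5 times, in a range of 4.0e-04 with all probe set types to 0.0397 with genes of log2 4 or more. The nearest to the paper's was 0.0058 with the mean over probe sets. Over all 1999 genes, a setting chosen after seeing the values, it was 8.4e-05 (n = 1987 genes after hotspot removal).

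For some genes the level listed in the paper's supplement differs from that of the probe set chosen here by more than the SD between arrays and more than 1.5-fold. Each of the 1999 levels listed in Table S2 equals the ESC mean of some plain probe set within 0.0001, which among 36082 probe sets does not identify the one listed. Foxp4 is listed at log2 6.55 in Table S1 and had 7.37, and with the mean over probe sets (6.22) this did not differ, while it did with all probe set types and each array left out. In Table S2, Igf2bp1 is listed at 10.38 and had 11.31, which did not differ only with the mean over probe sets (10.30). Klf5 is listed at 11.50 and had 6.65, which did not differ only with all probe set types (11.12). Bcl2l12 is listed at 2.66 and had 7.5, Cbx5 at 7.69 and had 10.01, and Myh9 at 9.36 and had 10.74, and these differed under the mean over probe sets, all probe set types and each array left out.

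The paper states that each vector had its own set of hotspots, while Npepps was called for both SA-plasmid and poly-A vectors here. Its SA-plasmid call is not tagged, was made in 12 of 15 settings and is among 4 such calls, where simulated runs made a mean of 6.2 false ones, so the contrast is weak. The paper states that SA-retroviral trapping stops rising in the largest genes. The model chosen here is a straight line with a ratio of 1.66 between genes of 271 and 65.5 kb, and the settings that level off are 3 degrees of freedom (1.11, interval 0.253 to 2.40) and no hotspots removed (1.02). Without a model, 6.90% of the genes in the third of 4 groups by length had an SA-retroviral trap (4.76 to 9.60) and 5.82% of the longest (3.87 to 8.35), intervals that overlap. The paper's bound on the P of the SA-retroviral length effect lies below the 0.0096 found here. The mean over probe sets (3.2e-05), no hotspots removed (2.5e-05), tagged hotspots (6.7e-06), no overdispersion (2.7e-06) and, chosen after seeing the values, all 1999 genes (8.9e-05) meet it. The main fit held 151 SA-retroviral traps, fewer than the paper modelled, so its larger P does not show a smaller length effect. The paper states a smaller hotspot effect for poly-A than for the other retroviral vectors, and the difference of 22.7 percentage points found here has an interval of -2.82 to 41.9.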

Other observations

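The list tests and the named genes of the first paragraphs were planned, and the tests on probe set types and on ESC arrays 8 and 10 were chosen only after the results were seen.

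Transcripts of many embryonic tissues were higher in embryoid bodies than in ESCs. Of 16 heart and muscle genes, 11 were higher in embryoid bodies and none lower in limma (13 higher when adjusted over the list alone; camera adjusted p = 5.2e-12, and adjusted p = 0.0088 with an estimated correlation). Myl7, the atrial myosin light chain, rose by 9.05 on the log2 scale (SE 0.07, limma adjusted p = 2.4e-11), Myl4 by 7.87 and Tnnt2, cardiac troponin T, by 7.82, all from ESC levels near the floor, which makes the folds imprecise. Of 17 blood and endothelium genes, 7 were higher and none lower (8 when adjusted over the list alone; camera adjusted p = 0.00035, and adjusted p = 0.172 with an estimated correlation), with the embryonic globins Hbb-y up by 8.26 and Hba-x by 7.41. Of 18 mesenchyme and fibroblast genes, 17 were higher and none lower (17 higher and 1 lower when adjusted over the list alone; camera adjusted p = 5.2e-12, and adjusted p = 0.0842 with an estimated correlation), led by Postn, a matrix protein, with 7.99 and Col3a1 with 7.85. Of 8 definitive endoderm genes, 5 were higher (7 when adjusted over the list alone; camera adjusted p = 3.2e-06, and adjusted p = 0.011 with an estimated correlation), among them the forkhead factors Foxa2 with 5.65 and Foxa1 with 4.56. Of 19 extraembryonic endoderm genes, 8 were higher and Apoe was lower by 1.47 (10 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0018, and adjusted p = 0.0865 with an estimated correlation), the basement membrane genes Lama1 with 3.36 and Col4a1 with 2.96 in front. Of 17 streak and early mesoderm genes, 7 were higher (9 when adjusted over the list alone; camera adjusted p = 0.0035, and adjusted p = 0.172 with an estimated correlation), such as Kdr, a VEGF receptor that is also in the blood list, with 2.01, and Eomes, a T-box factor that is also in the trophoblast list, with 1.71. Of 15 imprinted genes, 11 were higher and Impact was lower by 0.46 (11 higher and 3 lower when adjusted over the list alone; camera adjusted p = 4.0e-07, and adjusted p = 0.0088 with an estimated correlation), with Dlk1 up by 6.52 and the growth factor Igf2 by 5.24. Of 12 hypoxia genes, 4 were higher, among them Egln1 with 1.79 and Vegfa with 1.46, and Bnip3 was lower by 1.03 (5 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.0081, and adjusted p = 0.172 with an estimated correlation), a call lost with quantile normalization (camera adjusted p = 0.0585) and within arrays 7 to 10 (0.119), with a lowest of 0.0027 over the alternatives. Other large rises were those of Cdh11, Cxcl12, Meis2 and Hand2, by 7.04, 6.94, 6.46 and 6.12.

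Genes of the ESC state were lower in embryoid bodies. Of 24 pluripotency genes, 20 were lower and Tbx3 was higher by 0.75 (22 lower and 1 higher when adjusted over the list alone; camera adjusted p = 3.8e-11, and adjusted p = 0.0865 with an estimated correlation). Zfp42 (Rex1) fell by 6.47 on the log2 scale (SE 0.21, limma adjusted p = 1.8e-07), Fgf4 fell by 5.75, Nr0b1 fell by 5.48 and Dppa2 fell by 5.16, while Esrrb, Nr5a2 and Prdm14, named after their values were seen, did not pass at -0.14, -0.57 and -1.03. Dnmt3l, a cofactor of DNA methylation, fell by 5.80 and Mageb16 fell by 5.89. Of 9 germ cell and two-cell-stage genes, 5 were lower and none higher (7 lower when adjusted over the list alone; camera adjusted p = 0.0064, and adjusted p = 0.0842 with an estimated correlation), among them Mael, Ddx4 and Sycp3 at -5.05, -3.70 and -3.08. Of 21 cell cycle and DNA replication genes, 20 were lower (20 when adjusted over the list alone; camera adjusted p = 1.7e-09, and adjusted p = 0.0865 with an estimated correlation), by about a factor of 2 for Ccnb2 (-1.07) and Aurka (-1.04), and Mki67 at -0.02 was the one that did not pass. Of 15 glycolysis genes, 8 were lower, such as Pfkp at -2.0 and Pdk1 at -1.52, and Hk1 and Pfkm were higher by 0.73 and 0.34 (10 lower and 2 higher when adjusted over the list alone; camera adjusted p = 0.0249, and adjusted p = 0.631 with an estimated correlation), a call lost without ESC array 6 (camera adjusted p = 0.0521) in a range of 1.0e-04 to 0.0521 over the alternatives. The camera calls that hold with an estimated correlation are those of the heart, definitive endoderm and imprinted lists.

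The other 7 lists did not pass camera. Epiblast genes (1 higher, 2 lower of 8, also over the list alone; adjusted p = 0.752) went apart, with Sall2 up by 1.28 and Pou3f1 at -3.16, as did Nodal and Wnt signalling targets (1 higher, 4 lower of 11, 2 and 4 over the list alone; adjusted p = 0.482), with Dkk1 up by 3.80 and Lefty1 at -3.81. Immediate early genes (3 higher, 4 lower of 12, also over the list alone; adjusted p = 0.752) had Egr1 up by 1.72 and Dusp1 at -1.26. Neuroectoderm and neuron genes (3 higher, 2 lower of 16, also over the list alone; adjusted p = 0.578) had Zic1 up by 3.73 and Neurod1 at -1.70. Hox genes (4 higher of 24, also over the list alone; adjusted p = 0.107, and 0.0274 to 0.376 over the alternatives, lowest with quantile normalization) had Hoxb2 up by 2.56. Trophoblast genes (4 higher, 1 lower of 11, 5 and 2 over the list alone; adjusted p = 0.0598) passed without ESC array 8 (0.0331) and without embryoid body array 7 (0.0408), in a range of 0.0085 within arrays 1 to 6 to 0.203 with quantile normalization. Ribosomal protein genes (5 lower of 18, 9 over the list alone; adjusted p = 0.055) passed without ESC array 10 (0.0018), embryoid body array 3 (0.0337) or 7 (0.0408), and with probe sets of log2 4 or more (0.0236), in a range of 5.1e-04 within arrays 1 to 6 to 0.618 with quantile normalization. With arrays 1 to 6 against 7 to 10 as a block, the trophoblast (0.0403) and ribosomal (0.0315) lists passed too. Median and mean had opposite signs for epiblast (0.04 and -0.29), neuroectoderm (-0.03 and 0.27), Hox (-0.00 and 0.25) and immediate early genes (-0.05 and 0.12), and camera's direction was up for these 4, turning down under some alternatives for the epiblast and immediate early genes.

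Some genes read lower on plain probe sets than RT-PCR or trapping would place them. With the highest probe set of any type, rho with RT-PCR was higher by 0.0826 (bootstrap interval over genes 0.0218 to 0.174). In the 11 genes whose other types read at least 2-fold higher it went from 0.747 to 0.970, values without an interval. These genes include Fgfr1, Hmgb2, Gosr2 and Sdc4, already named for lying below their RT-PCR rank, so they are not an independent test. For the RT-PCR genes, plain probe sets that miss transcripts stay a candidate explanation. Signal of other genes on the other probe sets is not excluded. Of the 8 hotspot calls with such a probe set (25% of called genes, 13.7% of other trapped genes and 10.6% of all other genes, not tested), 4 ended with the higher level (Rbm14, Stk4, Helz and Zcsl2), but missed transcripts cannot be told apart there from the refit itself, in which Ube2g1 and Hsf2 lost their calls at an unchanged level (21 of 23 such calls stayed). The other 4 (Cbx1, Klf5, Rnasen and B4galt7) stayed. For Cbx1 and Rnasen, fitted traps rose from 0.0096 to 0.412 and from 1.88 to 2.73, against 12 and 15 observed traps. Those values argue against missed transcripts as the source of the Cbx1 and Rnasen calls. For the poly-A calls of Klf5 and B4galt7, fitted traps rose only from 0.0226 to 0.0429 and from 0.0148 to 0.0174. Against 3 and 4 observed traps the refit could hardly end these calls, so it cannot decide there. No biological explanation was tested for this pattern.

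Mesenchyme and fibroblast genes were higher in ESC arrays 8 and 10 than in arrays 2 and 6, in 13 of 18 genes against 13.6% of all genes (Fisher's exact test, p = 2.4e-08), with Col3a1 at 2.51, Col1a1 at 2.14, Pdgfrb at 2.1 and Acta2 at 1.91 on the log2 scale. Cells with the full make-up of the embryoid bodies are argued against, since heart genes, which rise most in those, needed a median share of -0.137% of the embryoid body level and the mesenchyme genes 5.22% (exact permutation test over 9 and 12 genes, p = 0.0013), and 5 definitive endoderm and 5 blood genes needed -0.965% and 0.257%, but some of their cell types stay open, as 8 imprinted, 3 extraembryonic endoderm, 2 neuroectoderm and 2 streak genes needed 2.54%, 7.22%, 7.80% and 17.8%, against 1.38% for all 354 genes raised at least 4-fold. A hybridization or scanning difference between arrays 1 to 6 and 7 to 10 is argued against for the list as a whole by embryoid body arrays 7 and 9, where genes went both ways (Twist1 0.58, Col1a2 -1.13, Lum -1.31) with a mean shift of -0.06 against 0.85 in ESCs (permutation test of the difference of means, 0.91, p = 0.00028), but it cannot be told apart from a change in the cells for Prrx1 and Tagln, the 2 of 13 genes that rose there by at least 0.5 times as much (1.54 and 0.41 against 1.40 and 0.56 in ESCs). Fibroblasts among the ESCs cannot be told apart from a change in the ESCs themselves, because the list split and no fibroblast profile was measured. In it 13 genes were higher, Col1a2 among them by only 0.24, but Postn (0.03), Lum, Fbln2 and Twist1 were not so in both arrays. Thy1 (0.01) was not so either, but it lay near the floor on all 9 arrays, at log2 2.17 to 2.28, so it cannot count here. No biological explanation was tested, since the labels give no condition that separates these arrays.

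Of the 19 lists, only the mesenchyme one had more genes higher in ESC arrays 8 and 10 than the other genes after Benjamini-Hochberg adjustment over the lists (Fisher's exact test, adjusted p = 4.6e-07). Nodal and Wnt targets (5 higher and 2 lower of 11), imprinted genes (6 and 5 of 15) and pluripotency genes (8 and 9 of 24) did not pass (adjusted p = 0.0546 for each). More genes than among the others were lower in these arrays in the ribosomal protein (16 of 18, adjusted p = 4.4e-08), glycolysis (12 of 15, 2.4e-05), cell cycle (11 of 21, 0.0125) and immediate early lists (7 of 12, 0.0301). The median differences of glycolysis and cell cycle genes were -0.21 and -0.10 in ESCs and -0.32 and -0.10 between embryoid body arrays 7 and 9 and the others, where no list test was run. Those of ribosomal protein and immediate early genes were -0.11 and -0.20 in ESCs, with 0.01 and 0.27 in embryoid bodies. Fisher's test takes genes as independent, which those of a list are not.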
